A study of Mus musculus with 9 samples. Its data were reported in "H3K18 lactylation marks tissue-specific active enhancers" (2022).

How the data were processed

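RNA-seq was carried out on a mouse embryonic stem cell line, E14, in 3 culture states with 3 biological replicates each. Per the labels, mESC-2i were grown in serum-free medium with leukaemia inhibitory factor (LIF) and inhibitors of the kinases MEK and GSK3, mESC-ser were grown in serum with LIF, and EpiLC (epiblast-like cells) were made from the mESC-2i state on fibronectin with activin A and FGF2. Poly-A RNA was sequenced as short single-end reads. The authors trimmed the reads with TrimGalore, aligned them to the mouse build mm10 with HISAT2 and counted them per gene with featureCounts. The deposited values are raw read counts per Ensembl gene, whole numbers with no normalization. The release of the annotation, the strand setting and the treatment of reads with several alignments were not stated, so genes that overlap another gene, and members of families with near-identical copies, are uncertain. The columns were assigned to samples by name, and the serum columns were read from the initials of serum and LIF in the sample titles.

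The table held 38293 genes, of which 13184 had no count in any library. Symbols, positions, exonic length and GC content were taken from the GENCODE M21 annotation of GRCm38, the same assembly as mm10, which matched 36429 of the gene identifiers (95.1%). The others held between 0.596% and 0.827% of the counts of a library. The totals ranged from 7187576 to 16829549 counts per library. Reads carried no molecular identifiers, so floors cover counting error only. A group whose libraries all held 3 counts or fewer of a gene was treated as at the floor, and the fold against it is given as a lower bound.

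Each pair of groups was fitted on its own 6 libraries with edgeR (version 4.0.16 in R 4.3.3, with limma 3.58.1). Genes were filtered with filterByExpr, libraries were scaled by TMM, and groups were compared with the quasi-likelihood F-test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. The fold threshold is the one the study gives for edgeR, where it used a nominal p. The adjusted p and the fitting of pairs were chosen here. Adjusted p-values of genes below come from this test. Standard errors (SE) of log2 fold changes were taken from the F statistic. Levels are counts relative to library size (CPM) scaled by TMM over all 9 libraries, as mean ± SD. A prior count of 2 was used for log2 CPM in the principal component analysis and in the correlations of libraries.

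There were 8 gene lists, fixed before the data were examined from general knowledge of the culture states, and 1 gene, Etv4, stands in 2 of them. Each list was compared with the other tested genes by camera with a preset correlation of 0.01, adjusted over the 8 lists and 3 comparisons together, with fry and camera with an estimated correlation as checks. The genes named below are members of the lists, housekeeping genes named by the study, a fixed set of single genes, and per comparison the 5 called genes with the largest rise and the 5 with the largest fall. The last needed a mean of at least 100 counts in the higher group, no overlap of the groups in CPM, and a symbol that is not a clone name. Tsix was added after its values were seen. One gene that met these rules is not reported here. The overlap of calls between the 2 comparisons that share the mESC-2i libraries was set beside 20 simulations of unchanged groups.

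Whether replicate numbers pair the libraries was checked by correlating the deviations of log2 CPM from the group means. Between mESC-ser and mESC-2i the same-numbered libraries correlated at 0.129 to 0.345 across genes and the others at -0.278 to 0.146. Every same-numbered pair was over 0.1, so the numbers were taken to pair these libraries. The ranges overlap, as replicate 2 of mESC-2i with replicate 1 of mESC-ser gave 0.146, above the 0.129 of both replicates 1. The pairing is therefore an assumption, and the labels do not say what a number marks. Chi-square values per degree of freedom ranged from 1.66 to 30.5 between replicates of a group, so no replicate pair agreed within sampling noise.

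The steps were tested on simulated data with 200 changed genes. Of these 96.5% were recovered among 15100 tested genes, with 6.76% false calls among 207. With a simulated dependence on gene length, an uncorrected fit gave 93.3% false calls among 2923 over 15033 tested genes, and a fit with length and GC offsets gave 5.83% false calls among 206. That correction used natural splines with 5 degrees of freedom of log exonic length and of GC content in each library. It was chosen after the dependence of the fold changes on length was seen. In the simulations few genes were changed, and the trend was linear in log length. In the data 56.2% to 73.3% of the tested genes were called, so the simulated rates need not carry over.

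The alternatives fixed at the same time as the gene lists were RLE, upper-quartile and total-count scaling, no filter, at least 10 counts in every library, DESeq2 (version 1.42.0), the classic exact test of edgeR, all 9 libraries in one fit, replicate number as a block, other thresholds, and leaving out each replicate in turn. Histone modification data of the study were not used here.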

Results

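Gene expression was measured by RNA-seq in mouse embryonic stem cells of the E14 line in 3 states. mESC-2i represent naive pluripotency, mESC-ser are described by the study as a primed state in serum, and EpiLC are cells moved from the naive state towards the epiblast. Each group held 3 libraries. Total counts were 7187576, 10995545 and 11523850 in replicates 1, 2 and 3 of mESC-2i. They were 13845278, 11334906 and 16829549 in mESC-ser, and 8552600, 10651090 and 9166271 in EpiLC. Genes with at least 1 count numbered 20278 ± 661 (SD, n = 3) in mESC-2i, 21107 ± 425 in mESC-ser and 19418 ± 143 in EpiLC.

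Libraries of the same group correlated at 0.980 to 0.994 (Pearson) in log2 CPM across genes, and libraries of different groups at 0.789 to 0.885. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 63.0% of the variance over 16187 genes and separated EpiLC from both mESC groups. The second held 31.2% and separated mESC-ser from mESC-2i.

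**Figure D1:**
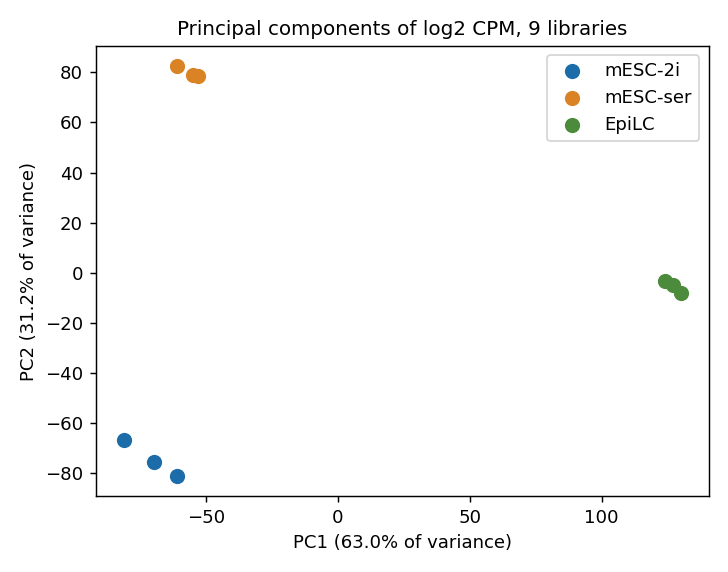
Position of the 9 libraries on the first (x axis, 63.0% of variance) and second (y axis, 31.2%) principal component of log2 CPM over 16187 genes, with 1 point per library coloured by group. EpiLC libraries lie at 124 or higher on the first component and mESC libraries between -81.3 and -53.1.

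Groups also differed in how counts were spread over gene classes. Mitochondrial genes took 6.68% ± 1.14 (SD, n = 3) of the counts in mESC-2i, 3.99% ± 0.325 in mESC-ser and 6.32% ± 0.285 in EpiLC. The 97 ribosomal protein genes took 5.44% ± 0.949 in mESC-2i, 2.86% ± 0.303 in mESC-ser and 10.3% ± 0.244 in EpiLC. Fold changes also followed gene length in every comparison. In protein-coding genes the Spearman correlation across genes of the log2 fold change with exonic length was 0.280 in mESC-ser against mESC-2i, -0.300 in EpiLC against mESC-2i and -0.498 in EpiLC against mESC-ser. In the last comparison the median log2 fold change was 1.41 in the shortest eighth of the genes and -1.21 in the longest. A correction for length and GC content left correlations with length of 0.0422, -0.0887 and -0.128, and values after it are given where they bear on a result.

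**Figure D2:**
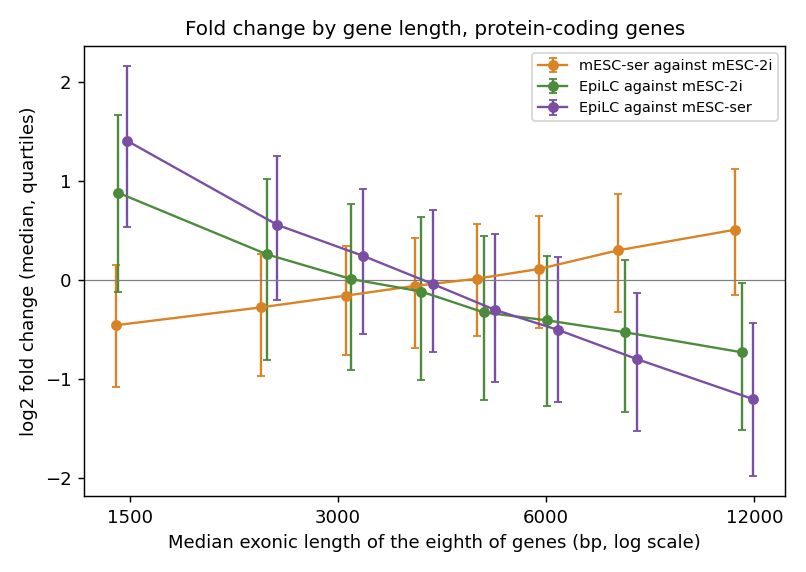
Median log2 fold change (y axis, bars are quartiles) of protein-coding genes in 8 groups of exonic length (x axis, bp, log scale) in each comparison, with points moved slightly sideways to part the bars. In EpiLC against mESC-ser the median fell from 1.41 in the shortest group to -1.21 in the longest, and in mESC-ser against mESC-2i it rose from -0.46 to 0.51.

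The first comparison asked how serum culture and 2i culture differ, the pair that the study also set side by side. Of 15728 tested genes, 8843 were called in mESC-ser against mESC-2i, 4081 higher and 4762 lower. The threshold on the fold change moved this count most, to 4935 genes at an absolute log2 fold change over 1. At an adjusted p under 0.05 alone 10430 genes passed. The groups did not overlap in CPM in 70.6% of the tested genes, where chance gives 10% for 3 against 3 libraries. With the length and GC correction 8380 genes were called, 7118 of the 8843 calls were called in the same direction and 1 in the opposite one. In the genes named as called in the 3 comparisons, all libraries of one group lay above all of the other in CPM.

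Naive pluripotency genes were mostly lower in mESC-ser, with a median log2 fold change of -1.05 over 14 genes (camera adjusted p = 0.00187). 10 of them were called lower and 3 higher, both over all tested genes and adjusted over the list alone. Nanog (ENSMUSG00000012396; mm10 chromosome 6, 122707489 to 122714633, plus strand) fell from 658 ± 59.4 CPM (SD, n = 3) in mESC-2i to 284 ± 22.9 CPM in mESC-ser, a log2 fold change of -1.24 (SE 0.12, edgeR adjusted p = 6.97e-06). Klf4 changed by -1.33 (SE 0.11) and Prdm14 by -2.10 (SE 0.14). In contrast, Klf5 rose by 0.65 (SE 0.11) and Dppa3 by 1.28 (SE 0.17), and Zfp42 was not called (0.21, SE 0.12). Pou5f1, which overlaps a gene on the opposite strand, and Sox2 were not called either, at -0.20 (SE 0.16) and 0.06 (SE 0.10). Zfp42 was at 0.39 and Sox2 at 0.44 after the length and GC correction, past the threshold on the adjusted p but short of that on the fold.

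Formative and primed genes were higher in mESC-ser, with a median of 1.08 over 14 genes (camera adjusted p = 3.22e-07). 10 were called higher and 1 lower, over all genes and adjusted over the list alone. Dnmt3b (ENSMUSG00000027478; chromosome 2, 153649450 to 153687730, plus strand) rose from 62.8 ± 5.07 CPM to 540 ± 55.8 CPM, a log2 fold change of 3.08 (SE 0.12, edgeR adjusted p = 2.93e-08). Pou3f1 rose by 5.08 (SE 0.16), a gene that overlaps another on the opposite strand. Fgf5 was at the floor in mESC-2i and was at least 10.2-fold higher in mESC-ser.

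**Figure D3:**
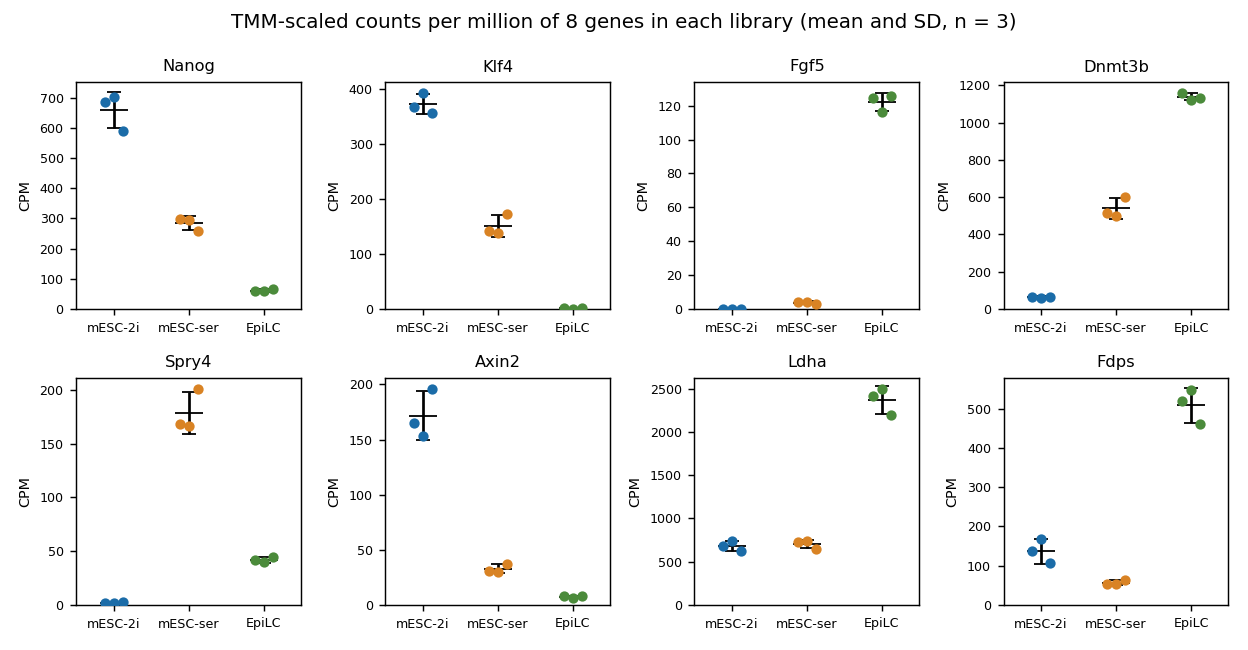
TMM-scaled CPM (y axis, from 0) of 8 genes in each library (points) by group (x axis), with the mean and SD of 3 libraries in black. Nanog averaged 658 CPM in mESC-2i, 284 CPM in mESC-ser and 61.3 CPM in EpiLC.

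mESC-2i medium holds inhibitors of MEK and GSK3, so targets of the ERK and Wnt pathways were examined. ERK targets were higher in mESC-ser, with a median of 2.21 over 16 genes (camera adjusted p = 4.74e-18). 14 of the 16 were called higher, over all genes and adjusted over the list alone. Spry4 (ENSMUSG00000024427; chromosome 18, 38586247 to 38601415, minus strand) rose from 2.0 ± 0.633 CPM to 178 ± 19.4 CPM, a log2 fold change of 6.43 (SE 0.19, edgeR adjusted p = 8.1e-09). Egr1 rose by 5.64 (SE 0.19), Myc by 3.98 (SE 0.13) and Dusp6 by 3.32 (SE 0.13). Wnt targets were lower, with a median of -2.02 over 14 genes (camera adjusted p = 3.1e-09). 12 were called lower and 1 higher, over all genes and adjusted over the list alone. Axin2 (ENSMUSG00000000142; chromosome 11, 108920349 to 108950783, plus strand) fell from 172 ± 22.01 CPM to 32.6 ± 4.14 CPM, a log2 fold change of -2.42 (SE 0.13, edgeR adjusted p = 1.87e-07). Lef1 was the gene called higher (1.70, SE 0.13). Axin2 and Lef1 each overlap a gene on the opposite strand.

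The study relates the 2 states to glycolysis and lactate, and measured more lactate in mESC-ser than in mESC-2i. Transcript levels are another measure and do not test that difference. The list of 24 glycolysis and lactate genes did not shift as a set between mESC-ser and mESC-2i (median -0.21, camera adjusted p = 0.391), and its median was 0.073 after the length and GC correction. Within it 5 genes were called higher and 8 lower, over all genes and adjusted over the list alone. Ldha stood at 681 ± 60.3 CPM in mESC-2i and 704 ± 51.5 CPM in mESC-ser, a difference smaller than the spread between replicates (log2 fold change 0.023, SE 0.11, edgeR adjusted p = 0.869). Its log2 fold change was 0.37 after the length and GC correction, past the threshold on the adjusted p but short of that on the fold. Hk1, which overlaps a gene on the opposite strand, fell by 2.26 on the log2 scale (SE 0.11) and Slc16a3, a lactate transporter, rose by 1.19 (SE 0.15). The 43 oxidative phosphorylation genes had a median of -0.71 (camera adjusted p = 0.000108), with 34 called lower, over all genes and adjusted over the list alone. Their median exonic length was 1928 bp, against 4430 bp in all tested protein-coding genes. After the length and GC correction the median was -0.43, still past the threshold. Cholesterol synthesis genes were lower in mESC-ser, with a median of -1.08 over 22 genes (camera adjusted p = 1.04e-07) and 18 called lower, over all genes and adjusted over the list alone. Msmo1 changed by -1.91 (SE 0.11). Germline genes silenced by DNA methylation went both ways (median 0.64 over 15 genes, camera adjusted p = 0.855). Here 8 were called higher and 5 lower, over all genes and adjusted over the list alone. Mael rose by 3.32 (SE 0.21) and Dazl changed by -3.64 (SE 0.14). Dnmt3l, which overlaps a gene on the opposite strand, rose by 3.68 (SE 0.10).

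Among the genes with the largest changes, Plac8 was at least 20.2-fold higher, Wt1 at least 63.7-fold, Arap3 at least 32.2-fold and Zscan4f at least 91.3-fold higher in mESC-ser. Zscan4c rose by 7.07 (SE 0.33). Zscan4c and Zscan4f belong to a family of near-identical copies, so their separate counts are uncertain, as are those of Arap3, which overlaps another gene. Fabp7 was at least 40.6-fold lower and Sash3 at least 56.8-fold lower. Trpm1, which overlaps a gene on the opposite strand, changed by -8.52 (SE 0.19), Pkd2l1 by -8.01 (SE 0.49) and Calr4 by -7.31 (SE 0.20). Neurog3, named by the study as an example in these cells, had 0 counts in each mESC-2i library and 16 to 37 counts in the mESC-ser libraries. It was at least 4.87-fold higher in mESC-ser. EpiLC libraries had 2 to 4 counts. Neurog3 overlaps a gene on the opposite strand.

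The second comparison followed the change from the naive state to EpiLC. Of 15378 tested genes, 10732 were called in EpiLC against mESC-2i, 4922 higher and 5810 lower. With total counts in place of TMM the share of higher genes among the calls was 33.7% where it was 45.9% with TMM, and the median log2 fold change of all genes was -0.45 where it was -0.11. The length and GC correction moved the balance the other way, to 55.8% higher with a median of 0.18. The groups did not overlap in 81.8% of the tested genes, where chance gives 10%. With the length and GC correction 10326 genes were called. Of the 10732 calls, 8718 were called in the same direction and 7 in the opposite one.

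Naive genes were lower in EpiLC, with a median of -5.33 over 14 genes (camera adjusted p = 1.18e-31), also with the 1 gene at the floor set at its bound. 13 were called lower, over all genes and adjusted over the list alone. Nanog fell further, to 61.3 ± 3.85 CPM, a log2 fold change of -3.43 (SE 0.11, edgeR adjusted p = 2.56e-09). Klf4 changed by -8.23 (SE 0.20), Esrrb by -5.55 (SE 0.12) and Zfp42 by -4.65 (SE 0.11). Prdm14 was at least 124-fold lower. Dppa3 was not called (-0.46, SE 0.20), but was called under total-count scaling (-0.79), under the filter at 10 counts (-0.52), after the length and GC correction (-0.84) and without replicate 1 of mESC-2i (-0.55). Sox2 fell by 2.94 on the log2 scale (SE 0.11), and Pou5f1 was not called (0.19, SE 0.15).

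Formative and primed genes were higher in EpiLC, with a median of 3.36 over 14 genes (camera adjusted p = 2.16e-20), also with the 1 gene at the floor set at its bound. 12 were called higher, over all genes and adjusted over the list alone. Fgf5 (ENSMUSG00000029337; chromosome 5, 98254184 to 98277030, plus strand) reached 122 ± 5.32 CPM and was at least 322-fold higher than in mESC-2i. Dnmt3a rose by 5.44 (SE 0.12), Dnmt3b by 4.18 (SE 0.11) and Otx2 by 3.00 (SE 0.11). Dnmt3a and Otx2 overlap other genes in the annotation.

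ERK targets had a median of 1.07 over 15 genes (camera adjusted p = 0.000409), with 8 called higher and 3 lower, over all genes and adjusted over the list alone. Wnt targets had a median of -4.47 over 14 genes (camera adjusted p = 1.51e-08), which was the same with 4 genes at the floor set at their bound. With at least 10 counts in every library, a filter that drops genes near the floor, the median was -1.54 and still past the threshold. 11 were called lower and 1, Lef1, higher, over all genes and adjusted over the list alone. Sp5 was at least 367-fold lower and Cdx1 at least 122-fold lower. The glycolysis and lactate list did not shift as a set (median 0.34, camera adjusted p = 0.372, and just below 0 under total-count scaling), with 10 genes called higher and 5 lower, over all genes and adjusted over the list alone. Ldha rose to 2367 ± 160 CPM, a log2 fold change of 1.80 (SE 0.11, edgeR adjusted p = 1.98e-07), and Slc16a3 rose by 3.84 (SE 0.16). Oxidative phosphorylation genes had a median of 0.89 (camera adjusted p = 9.88e-06), with 30 called higher and 1 lower, over all genes and adjusted over the list alone. This shift lay inside the central 95% of 10000 random lists matched on length, GC content and expression, which ran from 0.51 to 1.15. Cholesterol synthesis genes had a median of 0.41 (camera adjusted p = 0.0442), with 10 called higher and 3 lower, over all genes and adjusted over the list alone. That list did not stay past the threshold when replicate 3 of mESC-2i was left out (median 0.33), under total-count scaling (median 0.076) or with at least 10 counts in every library (median 0.36). After the length and GC correction it was past the threshold, with a median of 0.80. Germline genes had a median of 0.66 over 16 genes, also with 1 gene at its bound (camera adjusted p = 0.349), with 8 called higher and 4 lower, over all genes and adjusted over the list alone.

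Outside the lists, the largest rises by fitted fold change were Tmem54 (at least 191-fold) and Car4 (log2 fold change 10.12, SE 0.23). Next were Plac8 (at least 35.2-fold) and Prss50 (at least 128-fold). Tmem54 overlaps a gene on the opposite strand. The largest falls by fitted fold change were Bhmt (at least 127-fold lower), Pramef17 (at least 47.0-fold) and Tlx2 (at least 42.1-fold). Next were Col20a1 (at least 34.4-fold) and Lrrc15 (at least 34.5-fold). Against a group at the floor the fitted size is not measured. Sp5 of the Wnt list had a higher bound than any of these falls. Pramef17 belongs to a multigene family, and Bhmt and Col20a1 overlap other genes, so these counts are uncertain.

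**Figure D4:**
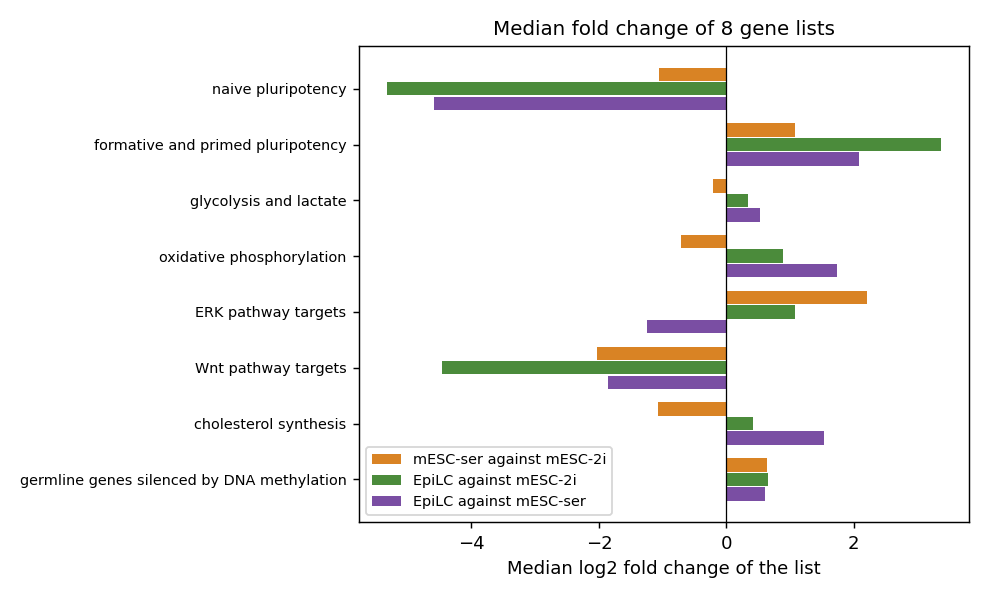
Median log2 fold change (x axis) of each of 8 gene lists (y axis) in the 3 comparisons, shown by colour, with bars starting at 0. Naive pluripotency genes reached -5.33 in EpiLC against mESC-2i, and ERK targets were at 2.21 in mESC-ser against mESC-2i and at -1.25 in EpiLC against mESC-ser.

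The third comparison set EpiLC directly against mESC-ser, and so tests the difference between the 2 comparisons above. Of 15345 tested genes, 11246 were called, 5444 higher and 5802 lower. With total counts the share of higher genes among the calls was 37.4% where it was 48.4% with TMM, and the median of all genes was -0.41 where it was -0.07. The share was 56.0% and the median 0.15 after the length and GC correction. The groups did not overlap in 85.7% of the tested genes, where chance gives 10%. With the length and GC correction 10198 genes were called. Of the 11246 calls, 8476 were called in the same direction and 171 in the opposite one.

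Naive genes were lower in EpiLC than in mESC-ser (median -4.58, camera adjusted p = 3.76e-18), with 14 of 14 called lower, over all genes and adjusted over the list alone. Formative and primed genes were higher (median 2.07, camera adjusted p = 4.87e-08), with 11 called higher and 1 lower, over all genes and adjusted over the list alone. ERK targets were lower (median -1.25 over 16 genes, camera adjusted p = 0.0061), with 11 called lower and 1, Dusp6, higher, over all genes and adjusted over the list alone. Dusp6 (0.70, SE 0.08) was not called under total-count scaling (0.36). Wnt targets did not pass (median -1.86 over 12 genes, also with 2 genes at their bound, camera adjusted p = 0.142), with 8 called lower and 4 higher, over all genes and adjusted over the list alone. Their median was -0.31 with at least 10 counts in every library. Cholesterol synthesis genes were higher in EpiLC (median 1.53 over 22 genes, camera adjusted p = 3.1e-09), with 20 called higher, over all genes and adjusted over the list alone. Fdps (ENSMUSG00000059743; chromosome 3, 89093588 to 89101959, minus strand), which overlaps another gene on its strand, stood at 56.6 ± 5.54 CPM in mESC-ser and 509 ± 44.4 CPM in EpiLC, a log2 fold change of 3.24 (SE 0.10, edgeR adjusted p = 5.42e-14). Glycolysis and lactate genes had a median of 0.53 (camera adjusted p = 0.102), with 13 called higher and 6 lower, over all genes and adjusted over the list alone. Their median was 0.19 to 0.56 over the alternatives that kept all replicates. Hk1, called lower at -0.50 (SE 0.10), was at 0.12 after the length and GC correction. It also fell short of the fold threshold with RLE scaling (-0.48), with DESeq2 (-0.47), and without replicate 3 of mESC-ser (-0.41) or replicate 2 or 3 of EpiLC. Oxidative phosphorylation genes had a median of 1.73 (camera adjusted p = 1.7e-14), with 40 called higher, over all genes and adjusted over the list alone, and a median of 1.09 after the length and GC correction. Germline genes had a median of 0.61 (camera adjusted p = 0.327), with 9 called higher and 2 lower, over all genes and adjusted over the list alone. Their median was 0.27 to 0.88 over the same alternatives.

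The histone acetyltransferase genes Ep300 and Crebbp and the TET enzyme genes Tet1 and Tet2 were lower in EpiLC than in mESC-ser. Exonic lengths of these genes ranged from 13540 to 16870 bp. Ep300, which the study discusses as a possible writer of lactylation, changed by -2.73 (SE 0.11) and by -1.54 after the length and GC correction. Crebbp changed by -4.73 (SE 0.16), Tet1 by -4.46 (SE 0.10) and Tet2 by -7.09 (SE 0.15), and after the correction by -3.60, -2.92 and -5.54. Ep300 and Tet1 lay inside the central 95% of the 200 tested genes nearest in length and GC content. All 4 were higher in mESC-ser than in mESC-2i, by 1.89 for Ep300 (SE 0.18), 1.70 for Crebbp (SE 0.21), 2.90 for Tet1 (SE 0.16) and 1.94 for Tet2 (SE 0.24). Ep300 was also called lower in EpiLC than in mESC-2i (-0.89, SE 0.20), but was at 0.04 after the correction. Ep300 and Tet2 overlap other genes in the annotation. Hdac1 was not called in any of the 3 comparisons, nor were Hdac2 and Hdac3, although Hdac1 and Hdac2 were called lower in EpiLC than in mESC-2i under total-count scaling (-0.63 and -0.70). Hdac3 was called higher in EpiLC than in mESC-2i and Hdac2 and Hdac3 higher than in mESC-ser after the correction (0.61, 0.52 and 0.72). Hdac3 was also called higher in EpiLC than in mESC-ser with RLE scaling or DESeq2 (0.51 in both) and without replicate 3 of EpiLC (0.51).

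Large changes in this comparison included falls of at least 187-fold for Rbpj-ps3, at least 93.3-fold for Inhbb, at least 53.1-fold for Ceacam1, at least 51.9-fold for Atp7a and at least 17.7-fold for Lrrc8b. Rises were found for Rn7s6 (5.48, SE 0.57), Fgf5 of the formative and primed list (5.06, SE 0.12), Mir670hg (5.00, SE 0.21) and Cnih2 (4.98, SE 0.12). Rbpj-ps3 is annotated as a pseudogene, and Rn7s6, Mir670hg and Cnih2 overlap other genes, so these counts are uncertain.

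Of the 9 housekeeping genes named by the study, 4 were called in mESC-ser against mESC-2i, 2 higher and 2 lower. 6 were called in EpiLC against mESC-2i (4 higher, 2 lower) and 7 in EpiLC against mESC-ser (5 higher, 2 lower). B2m changed by -1.97 (SE 0.14) in mESC-ser against mESC-2i. Gapdh, which overlaps a gene on the opposite strand, was not called there (-0.26, SE 0.10) and was higher in EpiLC than in mESC-2i (1.38, SE 0.10). In EpiLC against mESC-ser, Actb (0.57, SE 0.08) and Pgk1 (0.50, SE 0.10) were called, but not under total-count scaling (0.23 and 0.16), with no filter (0.49 and 0.42), with at least 10 counts in every library (just under 0.5 and 0.43) or after the length and GC correction (0.33 and 0.23). Pgk1 was not called with all 9 libraries in one fit (0.43), without replicate 3 of mESC-ser (0.39) or without replicate 2 of EpiLC either. B2m was not called there (0.44, SE 0.12), but was without replicate 1 of mESC-ser or replicate 2 of EpiLC (0.53). Ywhaz was called there and in EpiLC against mESC-2i after the length and GC correction alone (0.76 and 0.79).

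Calls were shared between the 2 comparisons against mESC-2i. Among 14999 genes tested in both, 3761 were called in the same direction, 1269 higher and 2492 lower, and 2362 were called in opposite directions. If calls were independent, 2933 and 2846 would be found, which does not allow for the shared mESC-2i libraries. In 20 simulations of unchanged groups against the same mESC-2i libraries 0 genes were shared. In these, 134 to 172 genes had an unadjusted p under 0.05 in both with the same direction, where the data gave 4935. The simulated groups held no changed genes, so neither value tests how much overlap the shared libraries add between changed groups. The Pearson correlation of the 2 sets of fold changes across genes was 0.475, and 0.510 to 0.546 in the simulations, so without the length and GC correction it did not exceed the simulated values. After that correction, which was not applied to the simulations, the correlation was 0.554. Then 4195 genes were called in the same direction and 1548 in opposite directions, where 2620 and 2639 would be found if calls were independent.

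Of the list shifts past the threshold with the preset correlation, all also passed under fry. With an estimated correlation the shifts of naive and of formative and primed genes in both EpiLC comparisons, of formative and primed genes in mESC-ser, of Wnt targets in both comparisons against mESC-2i and of cholesterol synthesis genes in EpiLC against mESC-ser passed, and the others did not.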

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

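The tests with length and GC corrections were chosen after the result was seen. The other alternatives were chosen earlier.

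The number of called genes stayed within 1.5 times the value reported under the alternatives run, with 1 exception. At an absolute log2 fold change over 1, mESC-ser against mESC-2i gave 4935 genes, because that threshold is stricter. Leaving out each replicate in turn gave 8581 to 9391 genes in mESC-ser against mESC-2i, 10608 to 11059 in EpiLC against mESC-2i and 11183 to 11446 in EpiLC against mESC-ser. The genes called the same way in both comparisons against mESC-2i numbered 2461 with at least 10 counts in every sample, a filter that tests fewer genes, and 2196 at an absolute log2 fold change over 1. Leaving out each replicate gave 3634 to 3899 of these.

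With replicate number as a block the counts were 8953, 10759 and 11207 genes, and no list shift changed its side of the threshold. In mESC-ser against mESC-2i, where the numbers were taken to pair the libraries, Xist was called under the block (1.27) and not without it (1.21). The block changed no other call of a named gene there. Xist was also called with no filter (1.25) and with all 9 libraries in one fit (1.24). Across the fits that each left out one replicate it was 0.74 to 2.63, and it was called without replicate 3 of mESC-2i or replicate 1 of mESC-ser. After the length and GC correction it was not called (0.45). Between EpiLC and mESC-2i same-numbered libraries correlated in their deviations at 0.0195 to 0.112, and the others at -0.114 to 0.0105. Between EpiLC and mESC-ser these ranges were 0.0165 to 0.0335 and -0.0308 to 0.0159. Not every same-numbered pair was over 0.1, so these libraries were not taken as paired. Each same-numbered pair lay above all others of its comparison, however, so a weak shared factor is not excluded. The block put Hk1 in EpiLC against mESC-ser just short of the fold threshold. With the block and the length and GC correction together the counts were 8458, 10373 and 10156.

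Of 24 list shifts, 15 changed their side of the threshold under at least 1 alternative, mostly with the set test, which leaves the medians as they are. With the estimated correlation in camera, which is a stricter test for correlated genes, these were no longer past it: naive genes (median -1.05), oxidative phosphorylation (-0.71), ERK targets (2.21) and cholesterol synthesis (-1.08) in mESC-ser against mESC-2i, oxidative phosphorylation (0.89), ERK targets (1.07) and cholesterol synthesis (0.41) in EpiLC against mESC-2i, and oxidative phosphorylation (1.73) and ERK targets (-1.25) in EpiLC against mESC-ser. Under fry, which does not compare a list with other genes, these passed: glycolysis and lactate in all 3 comparisons (medians -0.21, 0.34 and 0.53), germline genes in both EpiLC comparisons (0.66 and 0.61) and Wnt targets in EpiLC against mESC-ser (-1.86). Cholesterol synthesis in EpiLC against mESC-2i did not pass under total-count scaling (median 0.076) or with at least 10 counts in every sample (0.36), and the cause was not tested. Its median was 0.33 to 0.52 across the 6 fits that each left out one replicate, and without replicate 3 of mESC-2i (0.33) it did not pass.

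Among 230 results for named genes, 26 changed under some alternative. Under total-count scaling 8 were no longer called and 5 were newly called. After the length and GC correction, with and without the replicate block, 7 were newly called, 4 kept their direction but were no longer called, and 3 reversed and were no longer called. In mESC-ser against mESC-2i Eif2s3y was newly called (-0.69) and Uty no longer (0.28), and in EpiLC against mESC-2i Kdm5d was no longer called (-1.40). The 3 that reversed were Hk1 (0.12 in both fits) and Eif2s3y (0.034 and 0.030) in EpiLC against mESC-ser, and Ep300 (0.039 and 0.040) in EpiLC against mESC-2i. By the construction of this alternative the cause is the trend that it removes.

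Depth limits the genes near the floor. Genes given as lower bounds have a direction here but no measured size of change.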

Other observations

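The tests of replicate slopes, of lists matched on 3 properties, of Xist and of the Y-linked genes were chosen only after the result was seen.

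Other splits of the libraries were compared with the real one. In each comparison 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and the other 9 called 0 genes. Those had 1 to 140 genes with an unadjusted p under 0.05 in mESC-ser against mESC-2i, 2 to 22 in EpiLC against mESC-2i and 3 to 14 in EpiLC against mESC-ser. The share of splits cannot go below 0.1 with 3 against 3. In mESC-ser against mESC-2i, where the numbers were taken to pair the libraries, 4 splits part all 3 pairs. The real split alone of these gave calls.

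Fold changes followed gene length in all 3 comparisons. Ribosomal protein and oxidative phosphorylation genes alone did not make the trend, since without them the Spearman correlations with exonic length were still 0.272, -0.289 and -0.489. The length of the gene body with introns, given exonic length, had a partial correlation of 0.0043 in mESC-ser against mESC-2i, which argues against it there, where exonic length given the gene body kept 0.210. In the EpiLC comparisons gene body length kept partial correlations of -0.159 and -0.164, beside -0.130 and -0.306 for exonic length, so it may carry part of the trend. Read recovery along transcripts that differed between libraries stays open. Replicates of mESC-2i differed in their slope on length by 0.181 log2 units per doubling, with replicate 3 steepest, while groups differed by 0.270 to 0.685. Replicate 3 also had the highest slope in mESC-ser (0.369, beside 0.298 and 0.289) and in EpiLC (-0.351, beside -0.362 and -0.386). Every group has its own libraries, so a technical and a biological source of the larger group difference cannot be told apart. No measure of RNA quality was analysed here.

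Oxidative phosphorylation genes are short (median 1928 bp), so their shift could come from that trend. The length and GC correction was applied, with the replicate block where libraries were taken as paired. The set test then gave an adjusted p of 0.000134 in mESC-ser against mESC-2i, 0.000172 in EpiLC against mESC-2i and 8.78e-13 in EpiLC against mESC-ser. Over the alternatives that kept all replicates, the adjusted p ranged from 1.71e-07 to 0.509, from 1.11e-07 to 0.485 and from 5.31e-22 to 0.232. These ranges include the other set tests. The correction was incomplete in short genes, however, as the shortest eighth of protein-coding genes kept a median of 0.59 and 0.75 in the EpiLC comparisons. Random lists matched gene by gene on length, GC content and expression need no such model. They drew genes independently, so their range leaves out correlation between the genes of a list. They were matched on exonic length and not on gene body length. The median of the list lay at percentile 0.01 of 10000 matched lists in mESC-ser against mESC-2i and at 99.95 in EpiLC against mESC-ser, outside their central range. It lay at 62.78 in EpiLC against mESC-2i, so there genes with these properties rise as much, and the trend may be the whole source. Over all 8 lists, 18 of 24 medians lay outside the central range of matched lists. Inside it were glycolysis and lactate in all 3 comparisons, cholesterol synthesis and oxidative phosphorylation in EpiLC against mESC-2i, and germline genes in EpiLC against mESC-ser. Germline genes lay outside in the other 2 comparisons (percentiles 98.9 and 97.6), where camera did not pass. Wnt targets in EpiLC against mESC-ser also lay outside (percentile 0) without passing camera. A difference in culture state stays open for the oxidative phosphorylation genes and was not tested.

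Crebbp, Ep300, Tet1 and Tet2 were lower in EpiLC than in mESC-ser, and all have long transcripts. Among the 200 genes nearest in exonic length and GC content, Crebbp stood at percentile 1.5 and Tet2 at 0.5. For these this argues against the trend with exonic length and GC content as the whole cause. Gene body length was not matched. Ep300 stood at 14 and Tet1 at 5, inside the central 95%, so the trend may account for their change.

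Xist was higher in EpiLC, with 148 to 222 counts per library, than in mESC-ser, with 13 to 32. Ddx3y, Uty and Eif2s3y on the Y chromosome had at least 46 counts in every library, so the cells of all 3 groups carried Y-linked transcripts. Xist has a long transcript and stood at percentile 100 of the 200 genes nearest in length and GC content, opposite to the trend. Reads of Tsix, which overlaps it on the other strand, do not account for the rise, since Tsix changed by -1.24 (SE 0.14). Counting by strand was not stated, so a share of the reads of either gene remains uncertain. In mESC-2i, Tsix had 777 counts in replicate 3 and 159 and 166 in the others, with no test of a reason. Xist was also highest in that replicate, with 14 counts and 2 in each of the others. The state of the cells stays open as an explanation of the Xist rise and was not tested.

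Y-linked genes fell unequally in EpiLC against mESC-ser. After the length and GC correction Ddx3y changed by -1.83 (SE 0.13), Uty by -0.86 (SE 0.13) and Eif2s3y by 0.034 (SE 0.07). Ddx3y and Eif2s3y differed by 12.4 times the error of their difference. This argues against loss of the Y chromosome in a share of the cells as the only cause, as that lowers all alike. A loss on top of changes in single genes is not excluded. In mESC-ser against mESC-2i these genes also moved unequally after the correction, at 0.69 for Ddx3y, 0.28 for Uty and -0.69 for Eif2s3y. Before the correction Eif2s3y was called lower in EpiLC than in mESC-ser (-0.51). It fell short of the fold threshold in 4 of the 6 fits that left out 1 replicate (-0.60 to -0.44 in all 6). Kdm5d was at the floor in mESC-ser and had 9 to 27 counts in mESC-2i, at least 5.68-fold more. What separates these genes was not tested.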
